# Deletion of the Notch ligand Jagged1 during cochlear maturation leads to inner hair cell defects and hearing loss

**DOI:** 10.1038/s41419-022-05380-w

**Published:** 2022-11-18

**Authors:** Felicia A. Gilels, Jun Wang, Anwen Bullen, Patricia M. White, Amy E. Kiernan

**Keywords:** Disease model, Cochlea

## Abstract

The mammalian cochlea is an exceptionally well-organized epithelium composed of hair cells, supporting cells, and innervating neurons. Loss or defects in any of these cell types, particularly the specialized sensory hair cells, leads to deafness. The Notch pathway is known to play a critical role in the decision to become either a hair cell or a supporting cell during embryogenesis; however, little is known about how Notch functions later during cochlear maturation. Uniquely amongst Notch ligands, Jagged1 (JAG1) is localized to supporting cells during cell fate acquisition and continues to be expressed into adulthood. Here, we demonstrate that JAG1 in maturing cochlear supporting cells is essential for normal cochlear function. Specifically, we show that deletion of JAG1 during cochlear maturation disrupts the inner hair cell pathway and leads to a type of deafness clinically similar to auditory neuropathy. Common pathologies associated with disruptions in inner hair cell function, including loss of hair cells, synapses, or auditory neurons, were not observed in JAG1 mutant cochleae. Instead, RNA-seq analysis of JAG1-deficient cochleae identified dysregulation of the Rho GTPase pathway, known to be involved in stereocilia development and maintenance. Interestingly, the overexpression of one of the altered genes, *Diaph3*, is responsible for autosomal dominant auditory neuropathy-1 (AUNA1) in humans and mice, and is associated with defects in the inner hair cell stereocilia. Strikingly, ultrastructural analyses of JAG1-deleted cochleae revealed stereocilia defects in inner hair cells, including fused and elongated bundles, that were similar to those stereocilia defects reported in AUNA1 mice. Taken together, these data indicate a novel role for Notch signaling in normal hearing development through maintaining stereocilia integrity of the inner hair cells during cochlear maturation.

## Introduction

The mammalian cochlear epithelia (the organ of Corti) is composed of sensory hair cells, supporting cells, and innervating neurons. The hair cells are mechanosensitive cells that display organized, hair-like structures atop their surface called stereocilia. There are two types of hair cells: inner hair cells, which are the primary sensory receptors, and outer hair cells, which amplify the auditory signal. In mammals these cells cannot regenerate; thus, damage to these cell types leads to deafness. Notch signaling plays multiple essential roles in the embryonic development of the inner ear sensory regions [1, 2]. This evolutionarily conserved signaling pathway functions through the interactions of membrane-bound ligands (Jagged-1–2, and Delta-like1,3-4) and receptors (NOTCH1-4). These cell-cell interactions trigger the cleavage and subsequent release of the activated form of Notch (the Notch Intracellular Domain or NICD), which translocates to the nucleus and interacts with the effector RBPJ (RBPjκ or CSL (CBF1, Suppressor of Hairless, Lag-1)) and alters transcription [3, 4].

During embryonic inner ear sensory development, Notch signaling functions reiteratively through two distinct signaling modalities: lateral induction and lateral inhibition [2, 5] (1). Initially, through the process of lateral induction [6], Notch signaling, via the JAG1 ligand, establishes the prosensory progenitors that give rise to both hair cells and supporting cells [7–10]. Subsequently, Notch functions during lateral inhibition via the DLL1 and JAG2 ligands, a process that creates the mosaic patterning of hair cells and supporting cells in the cochlea [11–13]. Despite these important early roles for Notch in inner ear development, there is a limited understanding of Notch function after birth during the cochlear maturation period. The continued expression pattern of one of the Notch ligands, JAG1, after birth and into adulthood, makes it a compelling candidate to function in the maturing cochlea [11, 14–16].

To investigate the role of the Notch ligand, JAG1, in the maturing cochlea, we conditionally deleted JAG1 in the early postnatal cochlea. We found that deletion of *Jag1* in neonatal supporting cells (*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^) resulted in a specific form of hearing loss at 6 weeks that is clinically similar to auditory neuropathy. Histological analyses failed to reveal common defects for the type of hearing loss observed in JAG1-deficient mice, including loss of inner hair cell synapses or auditory neurons. RNA-seq analysis between JAG1-deleted and *Sox2*^*+/+*^ littermate control cochleae at postnatal day (P)6 indicated defects in the Rho GTPase signaling pathway, which is involved in actin regulation. Consistent with this, ultrastructural analyses revealed defects specifically in the inner hair cell stereocilia. Taken together, our results demonstrate that JAG1 signaling in maturing cochlear supporting cells is essential for normal cochlear function and indicates a novel role for JAG1 in supporting cell/hair cell interactions and stereocilia integrity.

## Materials and methods

### Animals and tamoxifen treatment

All experimental procedures were performed in accordance with guidelines and regulations of the University of Rochester Medical Center and the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animal experiments were approved by the University of Rochester’s Committee on Animal Resources. Mouse strains: *Sox2-Cre*^*ERT2*^; C57bl6/J background [17], *Jag1*^*flox*^; FVB/n background [18]. PCR primers: *Sox2-Cre*^*ERT2*^: CreF (5’ TGA TGA GGT TCG CAA GAA CC) and CreR (5’ CCA TGA GTG AAC GAA CCT GG) yielding a 350 bp band. *Jag1*^*flox*^: Jag1F (5’ AGG TTG GCC ACC TCT AAA TC) and Jag1R (5’ GCA AGT CTG TCT GCT TTC ATC), yielding a 316 bp band. The day of birth was considered postnatal day (P)0. All pups were given a single intraperitoneal injection of tamoxifen (Sigma, St. Louis, MO, USA; 75 µg/g body weight) on (P)0 and P1. Both *Sox2*^*+/+*^*Jag1*^*+/fl*^ and *Sox2*^*+/+*^*Jag1*^*fl/fl*^ mice were used, and are collectively referred to as *Sox2*^*+/+*^ mice. *Sox2*^*+/+*^ and *Sox2*^*CreER/+*^*Jag1*^*+/fl*^ littermates are used as controls throughout this study. Animals were collected at either P6 or 6 weeks of age. Mice received food and water ad libitum and were housed on a 12-h light to dark cycle. The number of biological replicates is reported in the figure legend for each analysis and were taken from at least two different litters. Roughly equal numbers of both sexes of mice were used in this study. Animals were randomly assigned to each analysis and no animals were excluded in this study.

### Auditory testing

6-week-old mice were anesthetized with an intraperitoneal injection of ketamine (80 mg/kg) in a sterile acepromazine/saline mixture (3 mg/kg). Auditory testing was conducted using a Smart EP Universal Smart Box (Intelligent Hearing Systems, Miami, FL, USA) as previously described [19].

### Tissue preparation and immunostaining

Cochleae were fixed overnight at 4 °C in 4% paraformaldehyde (PFA) (Santa Cruz Biotechnology, Dallas, TX, sc-281692). Adult tissue was decalcified in 0.2 M EDTA (pH 7.3) for 14 days at 4 °C. For whole-mount antigen retrieval, dissected cochleae were immersed in 30% sucrose, flash frozen in liquid nitrogen, allowed to thaw, washed in PBS, and blocked for one hour in 1% Triton X-100/5% horse serum (Sigma) in PBS, and incubated in primary antibodies overnight. Refer to Table S1 for information regarding primary antibodies used in this study. Tissue was subsequently washed in PBS and incubated for two hours at room temperature in Alexa Fluor 647 Phalloidin (Invitrogen, A22287), [1:100]) Alexa Fluor secondary antibodies (Invitrogen, ab150073, ab 11056, ab21202, and ab150074, [1:1000]), counterstained with 4‘,6-diamidino-2-phenylindole (DAPI), washed again in PBS and mounted in Fluorogel in Tris buffer (Electron Microscopy Sciences).

### Paraffin sections

Tissue was dehydrated through a series of EtOH washes from 70% to 100%, cleared in xylene, embedded in paraffin, and sectioned at a thickness of 7 µm. Slides were deparaffinized through a series of xylene and ethanol washes. Antigen retrieval was performed prior to immunostaining by incubating in 10 mM Sodium Citrate Buffer (pH 6) for 20 minutes at 98 °C and incubated overnight in primary and secondary antibodies at 4 °C.

### Frozen sections

Tissue was cryoprotected overnight at 4 °C in increasing concentrations of sucrose in PBS up to 30%, embedded in tissue freezing medium, frozen on dry ice, and sectioned at a thickness of 16 µm.

### Plastic sections

Cochlea were fixed in 0.1 M sodium cacodylate-buffered 2.5% glutaraldehyde/4% PFA overnight, decalcified for 1 week in 200 mM EDTA (PH 7.4), dehydrated with a series of ethanol washes, embedded in Technovit 7100 hardener (Kulzer), sectioned at 2.5 μm (HM 355 S Automatic Microtome), and stained with hematoxylin and eosin.

### Imaging

All sections were imaged on a Zeiss Axio microscope using Axiovision SE64 software. An Olympus FV1000 laser scanning confocal microscope (URMC Center for Advanced Light Microscopy and Nanoscopy (CALM) core) and a Nikon A1-R confocal microscope with Nikon NIS Elements software were used to capture Z-stack images of labeled cochleae in whole mount.

### Quantification

Quantification of hair cells, synapses, and supporting cells were performed on two confocal z-stack images taken from each cochlear region (apex, middle, base); and cells were manually quantified in two or three 300 µm segments per region in Affinity Photo (Serif Europe Ltd.). Spiral ganglion neurons were quantified in sections; a minimum of 30 sections were counted per animal and the area of Rosenthal’s canal was measured in the Axiovision SE64 software. The researcher was blinded as to the genotype for the quantification of all cell types and scoring of ABR/DPOAE thresholds.

### Statistical analysis

Before experiments were conducted, power calculations were performed to determine appropriate sample size and at least three individual mice per genotype were used per analysis. Statistics were performed in Prism9 (GraphPad) using standard functions. To ensure appropriate statistical tests were utilized, data from experiments designed to test differences between two groups (e.g., SGN’s per unit area (Fig. 3C)) were subjected to an F test to compare variance and a Shapiro-Wilk to test normality and were analyzed using unpaired two-tailed Welch’s *t*-test. To ensure appropriate statistical tests were utilized, data from experiments designed to detect differences among multiple groups and across multiple conditions (e.g., Auditory thresholds at multiple frequencies (Fig. 2A, B), ABR wave I absolute latencies at multiple sound pressure levels (Fig. 3D), IHC and OHC #’s at 6 weeks (Fig. 4I), quantification of synaptic components at multiple frequencies (Fig. 4J–L), ABR wave I amplitudes at increasing sound pressure levels (Fig. S2B), and quantification of hair cell and supporting cell subtypes at P6 (Fig. S3I)) were analyzed using a two-way ANOVA followed by Bonferroni’s post hoc tests. For these statistical tests, every possible comparison was made when relevant, and multiplicity adjusted *P* values are reported. In all cases, data met the assumptions of the statistical test used. *P* values <0.05 were considered statistically significant. Center values for each graph are defined as the mean and error bars are defined in each figure legend.

### RNA-seq

All pups were given a single intraperitoneal injection of tamoxifen (Sigma, St. Louis, MO, USA; 75 µg/g body weight) on (P)0 and P1. Cochlear tissues from P6 *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ and *Sox2*^*+/+*^ littermate controls (*n* = 6 each) were dissected in ice-cold DEPC-treated PBS and stored in RNAlater (Invitrogen, Carlsbad, CA, USA) at 4 °C. RNAs were purified by RNeasy Micro Kit (QIAGEN, Hilden, Germany). RNA quality and quantity was measured by a 2100 bioanalyzer (Agilent, Santa Clara, CA, USA). All RNAs had an RNA Integrity Number (RIN) value of 9.7–10. Illumina-compatible sequencing libraries were generated by the University of Rochester Genomics Research Center. Libraries were hybridized to the Illumina flow cell and single-end reads of 100nts were generated. Identification of significantly differentially expressed genes was determined using DeSeq2 (Bioconductor). The analysis package Ingenuity Pathway Analysis (IPA; QIAGEN) was used to determine whether particular pathways were significantly affected by the loss of JAG1.

### Scanning electron microscopy

Cochleae were fixed in 2.5% glutaraldehyde (Electron Microscopy Sciences, Hatfield, PA, USA) in 0.1 M phosphate buffer overnight at 4 °C with gentle rotation and processed using the OTOTO protocol [20]. Samples were dehydrated through a graded series of ethanol and critical point dried before mounting. Imaging was carried out on a JEOL 6700 F scanning electron microscope, operating at 5 kV in secondary electron detection mode.

## Results

### Deletion of the Notch ligand JAG1 in maturing supporting cells

To understand the role of JAG1 in the maturing cochlea, JAG1 was conditionally deleted in neonatal cochlear supporting cells using the tamoxifen-inducible *Sox2*^*CreER*^ mouse line [17] crossed to a *Jag1*^*flox*^ allele [18]. In the mouse cochlea, *Sox2*^*CreER*^ is expressed in all supporting cell subtypes [21], while JAG1 is localized to inner phalangeal cells, pillar cells and Deiters’ cells [16, 22] (Fig. 1A, C, red). Offspring from *Sox2*^*CreER*^*Jag1*^*+/fl*^ and *Jag1*^*fl/fl*^ crosses were injected with tamoxifen at postnatal day (P)0 and P1 (Fig. 1B) [23], a time when hair cells and supporting cells are maturing. *Sox2*^*+/+*^ mice referred to in this study are littermate controls. To determine the efficiency of deletion, immunohistochemistry was performed at 6 weeks to detect JAG1 protein. Results showed that JAG1 was largely undetectable by immunohistochemistry at 6 weeks (Fig. 1D, red), indicating that deletion was efficient. To determine how fast the deletion and protein reduction occurred, we performed immunohistochemistry at P6. In controls at P6, JAG1 is localized to supporting cells, including the greater epithelial ridge (GER), pillar cells and Deiters’ cells (Fig. S1A, C, red). In *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ cochleae at P6, significant downregulation of JAG1 protein was observed in all supporting cells (Fig. S1D, red), indicating that deletion and protein decline occurred rapidly. Together, these results indicate that JAG1 is efficiently deleted throughout the cochlea at early postnatal time points.

**Fig. 1:**
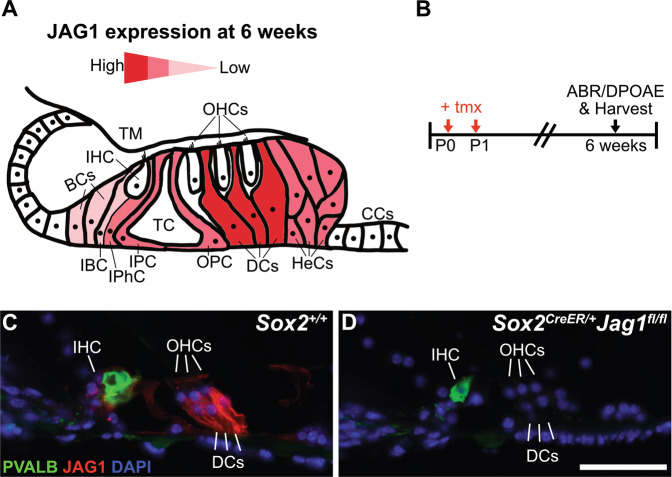
Deletion of the Notch ligand JAG1 in maturing supporting cells results in undetectable JAG1 immunostaining at 6 weeks. **A** Drawing of a cross-section through the adult organ of Corti showing JAG1 expression in supporting cells at 6 weeks of age. **B** Offspring from *Sox2*^*CreER/+*^*Jag*^*+/fl*^ x *Jag1*^*fl/fl*^ matings were administered tamoxifen (+tmx) at postnatal days (P)0 and P1; hearing was analyzed and cochleae were harvested at 6 weeks. **C**, **D** Paraffin sections through 6-week-old cochlea stained for hair cells (PVALB), nuclei (DAPI) and JAG1. Scale bar: 50 µm. **C** *Sox2*^*+/+*^ littermate control showing the normal expression of JAG1 in Deiters’ cells, inner phalangeal cells, and pillar cells, which is largely undetectable in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant cochleae (**D**).

### Deletion of JAG1 in the maturing cochlea causes hearing loss

To determine the effects of JAG1 deletion on auditory function, we measured auditory brainstem responses (ABRs) and distortion product otoacoustic emissions (DPOAEs) in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice and their littermate controls at 6 weeks of age (Fig. 2). Conditional deletion of *Jag1* in maturing supporting cells (*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^) resulted in significantly elevated ABR thresholds across the 8–32 kHz frequency range (Fig. 2A, red). The threshold increases ranged from 30 to 50 dB, indicating compromised auditory function, but not complete deafness (*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^; Fig. 2A, red). Littermates, in which only one copy of *Jag1* had been deleted (*Sox2*^*CreER/+*^*Jag1*^*+/fl*^; Fig. 2A, blue) were not significantly different from *Sox2*^*+/+*^ littermate controls (*Sox2*^*+/+*^; Fig. 2A, black), indicating that neither Cre expression, tamoxifen treatment, nor *Jag1* heterozygosity impacted ABR thresholds. In contrast to the ABRs, DPOAE thresholds were not significantly different between *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice and controls, indicating that cochlear amplification is preserved in JAG1-deficient mice and outer hair cell function is intact (Fig. 2B). Taken together, these results demonstrate that neonatal loss of JAG1 primarily affects the function of the inner hair cell pathway, resulting in a specific type of hearing loss that is clinically similar to auditory neuropathy [24]. To further characterize the hearing loss that we observed in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice, we analyzed the ABR waveforms at 16 kHz in response to 75 dB SPL pure tone stimulus (Fig. S2A) and analyzed wave I amplitudes in response to pure tone stimuli of increasing sound pressure levels (Fig. S2B). The average ABR waveforms of JAG1-deficient mice (Fig. S2A, red) were considerably different from controls (Fig. S2A, black). In particular, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice display a substantially decreased wave I response, which is generated by the signaling of inner hair cells to the auditory nerve [25]. Moreover, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ cochleae do not display normal linear increases in wave I amplitudes in response increasing sound pressure levels (Fig. S2B, red), further indicating dysfunctional inner hair cell signaling. These results indicated that JAG1-deficient cochleae had defects in the inner hair cell pathway, which could include synaptopathies or neuropathies.

**Fig. 2:**
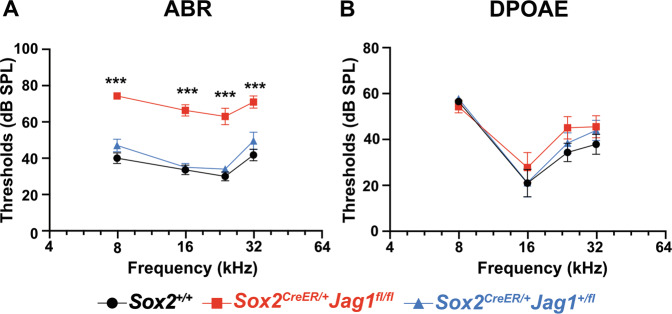
Deletion of *Jag1* in the maturing cochlea causes hearing loss. **A**, **B** Hearing test results at 6 weeks of age. Data expressed as mean ± SEM. **A** Average auditory brainstem response (ABR) thresholds for pure tone stimuli at 8, 16, 24, and 32 kHz showed significant increases in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. Significance (*) indicated *Sox2*^*+/+*^ vs. *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^; two-way ANOVA Bonferroni adjusted; ***P ≤ 0.001. *Sox2*^*+/+*^ *n* = 11, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ *n* = 12, *Sox2*^*CreER/+*^*Jag1*^*+/fl*^ *n* = 10. **B** Average distortion product otoacoustic emission (DPOAE) measurements showed no significant threshold differences between *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ and controls at all frequencies. Two-way ANOVA Bonferroni adjusted; *n* = 10 per genotype.

### JAG1-deficient mice demonstrate normal spiral ganglion neuron quantities and ABR wave I absolute latencies

Clinically, auditory neuropathies are a class of sensorineural hearing loss that are caused by pathology of the auditory nerve [24]. To determine whether spiral ganglion neuron loss contributed to the increased auditory thresholds observed in JAG1-deficient mice, we stained P6 *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ and *Sox2*^*+/+*^ littermate control cochlea for spiral ganglion neurons (Fig. 3A, B; TUJ1, green). Quantification did not reveal any significant differences between *Sox2*^*+/+*^ control (Fig. 3C, black circles) and *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (Fig. 3C, gray squares), indicating that neuronal loss is unlikely to be the cause of increased auditory thresholds. However, auditory neuropathy can also be caused by demyelination diseases [26, 27] which cause slower nerve impulse conduction and demyelination of the auditory nerve would alter the peak latencies of the ABR waveform [28, 29]. To determine the effect of JAG1 deletion on auditory nerve conductance, we plotted absolute latencies of wave I of the 16 kHz ABR waveform at 6 weeks [30]. ABR wave I absolute latencies in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (Fig. 3D, gray squares) was not significantly different from *Sox2*^*+/+*^ littermate controls (Fig. 3D, black circles) at 6 weeks of age, suggesting that neonatal JAG1 deletion does not alter auditory nerve myelination [28, 29].

**Fig. 3:**
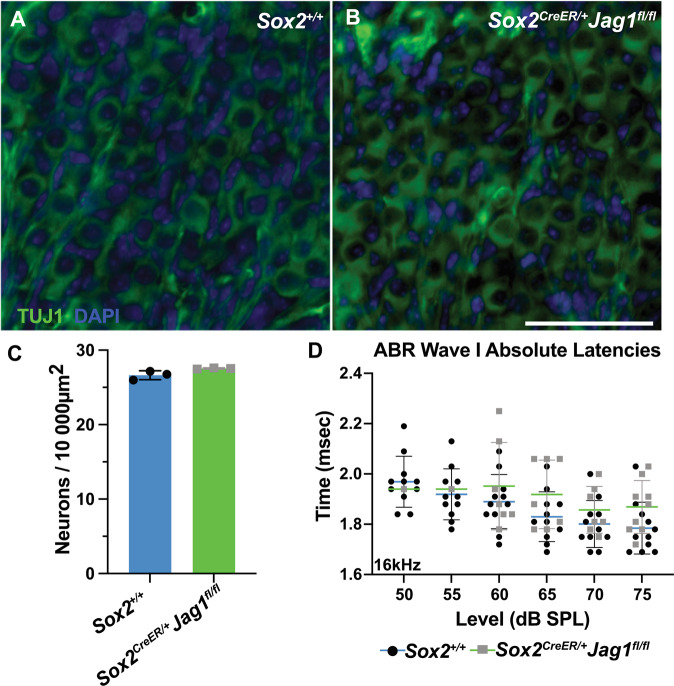
*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice have spiral ganglion neurons and normal ABR wave I absolute latencies. **A**, **B** Representative images of spiral ganglion neurons from single optical sections stained for anti-Tubulin β-III (TUJ1, green) and nuclei (DAPI, blue) in P6 *Sox2*^*+/+*^ littermate control (**A**) and *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant mice (**B**). Scale bar: 50 µm. **C** Average number of spiral ganglion neurons (SGN) per unit area (10,000 µm^2^) in Rosenthal’s canal for P6 *Sox2*^*+/+*^ littermate control (black circles, blue mean bar) and *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant (gray squares, green mean bar) mice are not significantly different. Data expressed as mean ± SD. Unpaired two-tailed Welch’s *t* test. *n* = 3 per genotype. **D** ABR wave I absolute latencies at 16 kHz for control (black circles, blue mean bar) mice and *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants (gray squares, green mean bar) are not significantly different at 6 weeks. Data expressed as mean ± SD. Two-way ANOVA Bonferroni adjusted. *Sox2*^*+/+*^ *n* = 11, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ *n* = 12.

### Inner hair cells are present and their synapses are largely unaffected in JAG1-deleted cochleae

Auditory synaptopathies are another class of sensorineural hearing loss and are caused by loss of inner hair cells or their synapses (reviewed in [31]). To investigate if the elevated ABR thresholds (Fig. 2A, red) and decreased wave I amplitudes (Fig. S2A, B, red) of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice were caused by a reduction in inner hair cells or their synapses, we stained whole mount cochleae for markers of hair cells ((MYO6) (Fig. 4A, B, green) or (MYO7A) (Fig. 4G, H, red)), presynaptic ribbons (CTBP2) (Fig. 4C, D, white) and postsynaptic receptor patches (GRIA2) (Fig. 4E, F, green) at 6 weeks of age. *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (Fig. 4I, gray squares) had quantities of inner and outer hair cell that were comparable to *Sox2*^*+/+*^ littermate controls (Fig. 4I, black circles), indicating that hair cell loss is not a consequence of JAG1-deletion and is therefore not the cause of increased auditory thresholds. Furthermore, quantification of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ auditory synapses revealed only mild reductions in paired synapses at one frequency (16 kHz) compared to *Sox2*^*+/+*^ littermate controls (Fig. 4G, H, L). Given that it has been reported that mice can lose up to 50% of their synapses without major effects on hearing thresholds [32], these mild synaptic losses cannot account for the significant threshold shifts observed in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice.

**Fig. 4:**
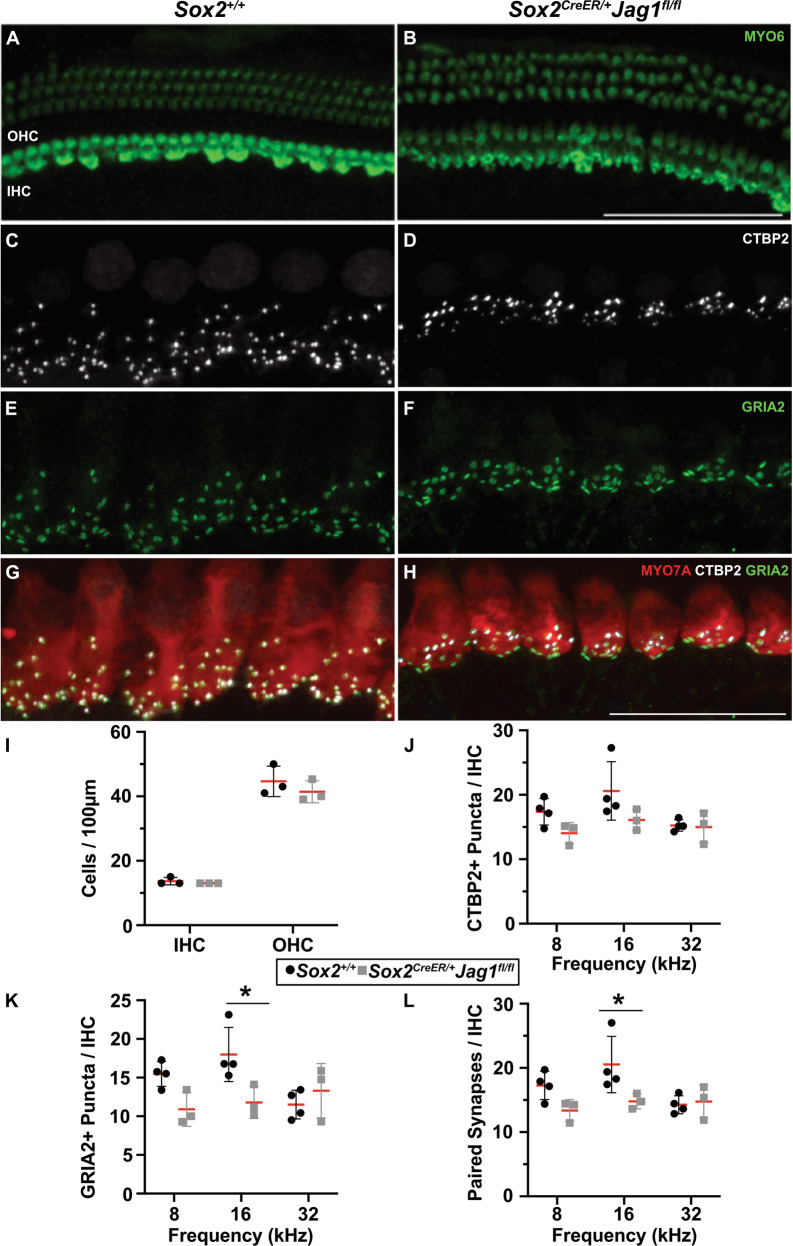
Inner hair cells are present and their synapses are relatively unaffected in JAG1-deleted cochleae at 6 weeks. **A**, **B** Whole mount confocal projections of inner and outer hair cells labeled with Myosin VI (green) at 6 weeks. Scale bar: 100 µm. **C**–**H** Whole mount confocal projections of inner hair cells at 6 weeks. White: CTBP2 presynaptic ribbons; green: GRIA2 postsynaptic receptor patches; red: MYO7A inner hair cells. Scale bar: 25 µm. **I** Average quantities of inner (IHC) and outer hair cells (OHC) between *Sox2*^*+/+*^ littermate controls (black) and *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants (gray) are not significantly different at 6 weeks of age. Two-way ANOVA Bonferroni adjusted; Data expressed as mean (red bars) ± SD; *n* = 3 per genotype. **J**–**L** Quantification of synaptic components per inner hair cell at 8, 16, and 32 kHz. Data expressed as mean (red bars) ± SD; significance (*) indicated *Sox2*^*+/+*^ vs. *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^; two-way ANOVA Bonferroni adjusted. *Sox2*^*+/+*^ *n* = 4, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ *n* = 3. **J** No significant difference was observed in the average amount of CTBP2 + presynaptic puncta per inner hair cell of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (gray squares) compared to *Sox2*^*+/+*^ littermate controls (black circles). **K** A mild reduction in the average amount of GRIA2 + postsynaptic puncta per inner hair cell (*P = 0.02) and **L** paired ribbon synapses (*P = 0.03) were observed at 16 kHz in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (gray squares) compared to *Sox2*^*+/+*^ littermate controls (black circles).

### Supporting cells show some alterations in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice

Since JAG1 is localized to cochlear supporting cells, we wanted to examine the effects of *Jag1* deletion on supporting cell development. Structurally, the organ of Corti appeared largely normal, complete with the tunnel of Corti, formed by the supporting pillar cells (Fig. 5B). Previously, a group reported that deletion of JAG1 results in substantial loss of Hensen’s cells (HeC), a supporting cell subtype located distally to the outer hair cells, without causing significant effects on cochlear function [33]. Thus, we wanted to determine if the hearing loss in our JAG1 mutants was a consequence of alterations in other supporting cell subtypes, particularly those located adjacent to the inner hair cells. To this end, we performed immunohistochemistry on 6-week-old sections stained with supporting cell-specific markers (GLAST, S100a1, SOX2) (Fig. 5C–H, red) and hair cell-specific markers (MYO6, MYO7A, PVALB) (Fig. 5I–N, green). Results showed that supporting cells markers were present, although in some cases (S100a1 and SOX2) exhibited reduced expression in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ cochleae (Fig. 5F, H, red). Additionally, *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice maintained expression of all three hair cell markers analyzed (Fig. 5J, l, N, green). These results indicated that hair cells and the supporting cells immediately surrounding them are present in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. To determine if we saw similar changes in the distal Hensen’s cell population as previously reported [33], we performed immunohistochemistry at P6 using markers of hair cells and supporting cells (Fig. S3). Quantification revealed *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice had substantial Hensen’s cell loss in all cochlear turns (Fig. S3I, HeC, red squares). Taken together, these results suggest that JAG1 deletion in the maturing cochlea may affect some aspects of supporting cell development and/or maintenance. However, despite the reduction in some supporting cell marker expression and in Hensen’s cells, these alterations have not been reported to cause significant hearing loss [33]. Moreover, the lack of effects on outer hair cell function (measured by DPOAEs) in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice despite the abnormalities in the outer supporting cell region also supports the idea that these alterations are unlikely to underlie the increased threshold shifts detected by ABR in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice.

**Fig. 5:**
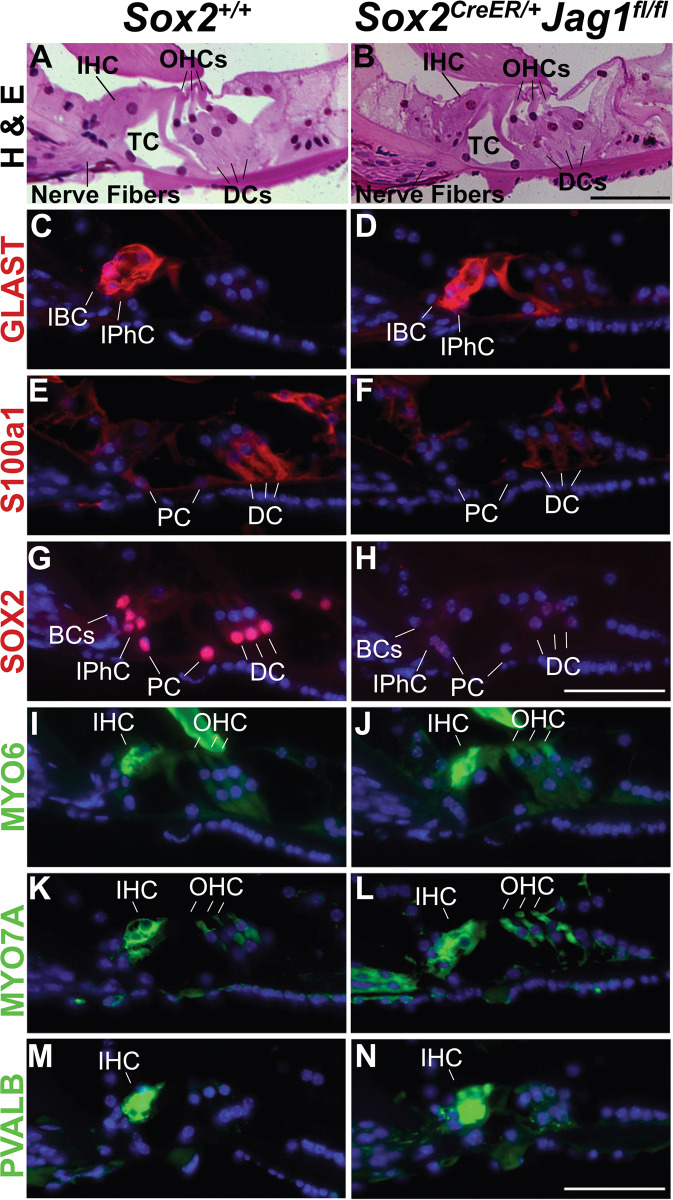
The overall structure of the organ of Corti appeared normal at 6 weeks, although some reduction in supporting cell markers was detected. **A**, **B** 6-week-old plastic sections stained with hematoxylin and eosin show gross cochlear morphology in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice (**B**) that is similar to *Sox2*^*+/+*^ littermate controls (**A**). Abbreviations: IHC, inner hair cells; OHCs, outer hair cells; DCs, Deiters’ cells; TC, tunnel of Corti. Scale bar: 100 µm. **C**–**H** Paraffin sections of 6-week-old cochlea stained for supporting cells (red) and nuclei (DAPI). Scale bar: 50 µm. **C** *Sox2*^*+/+*^ littermate control sections and (**D**) *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants showing the normal expression of GLAST in IBC and IPhC. **E** *Sox2*^*+/+*^ littermate control sections showing the normal expression of S100a1 in PC and DC. **F** *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant sections showing decreased expression of S100a1 in PC and DC. **G** *Sox2*^*+/+*^ littermate control sections showing the normal expression of SOX2 in all supporting cell subtypes. **H** *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant sections showing decreased expression of SOX2 in all supporting cell types. **I**–**N** Paraffin sections through 6-week-old cochlea stained for hair cells (green), and nuclei (DAPI). Scale bar: 50 µm. **I** *Sox2*^*+/+*^ littermate control sections and (**J**) *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants showing the normal expression of MYO6 in IHC and OHC. (K) *Sox2*^*+/+*^ littermate control sections and (**L**) *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants showing the normal expression of MYO7A in IHC and OHC. **M** *Sox2*^*+/+*^ littermate control sections and (**N**) *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants showing the normal expression PVALB in IHCs. IHC inner hair cells, OHCs outer hair cells, IPhC inner phalangeal cells, IPC inner pillar cells, OPC outer pillar cells, BCs border cells, IBC inner border cells, DCs Deiters’ cells.

### The Rho GTPase signaling pathway is dysregulated in JAG1-deleted cochleae

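RNA-seq estimates how much of each transcript a tissue holds from the number of reads that fall on each gene. Libraries were made from the cochlear sensory epithelium of 6 *Sox2* CreER/+*Jag1* fl/fl mutants and 6 *Sox2*+/+ littermate controls at P6, after tamoxifen at 75 µg/g body weight on P0 and P1, and single-end reads of 100 nucleotides were generated. Tamoxifen activates the CreER recombinase, which in these mice is made from the *Sox2* locus in supporting cells and removes the floxed part of *Jag1*. The controls carried no CreER allele, so the genotypes differ at *Sox2* as well as at *Jag1*. The authors deposited the number of reads counted on each of 28686 gene symbols in each mouse, without normalization, together with a table of their own DESeq2 comparison of the genotypes. The paper's text does not name the aligner, the genome build, the annotation or the program that counted the reads. Between 28498549 and 34430252 reads per mouse were counted on genes in controls, with a median of 33715640, and between 31899265 and 36134983 in mutants, with a median of 34060958. The totals did not differ between the genotypes by more than they varied between mice (exact permutation test, two-sided, p = 0.236). From these counts, the 18459 genes with a mean count of at least 5 per mouse were compared between the genotypes with edgeR's quasi-likelihood test after TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Values for single genes are given in CPM, the counts of a gene divided by the total count and the TMM factor of its library, and single values were also compared by an exact two-sided permutation test, for which 6 mice against 6 allow no p below 0.00216. Each library was counted as a replicate, since the paper gives n = 6 per genotype (Fig. 6A) and the labels differ. The chi-square per degree of freedom between libraries of the same genotype lay between 13.7 and 72.1 over 30 pairs, which rules out only that a library was entered more than once. *Jag1*, on chromosome 2, was at 102 ± 14.4 CPM (SD, n = 6) in controls and 36.3 ± 6.41 CPM (SD, n = 6) in mutants. Each mutant, between 24.5 and 42.8 CPM, lay below each control, between 83.4 and 118 CPM. The log2 fold change of *Jag1* was -1.48 (standard error 0.13, adjusted p = 0.000258 from edgeR's quasi-likelihood test), which leaves 35.7% of the control level.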

To provide additional insights into the role that JAG1 plays during cochlear maturation and to identify potential molecular differences, we performed RNA-seq on the cochlear sensory epithelium of P6 *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant and *Sox2*^*+/+*^ littermate control mice after tamoxifen administration at P0/P1. 

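In edgeR's quasi-likelihood test, 35 of the 18459 tested genes had an adjusted p under 0.05, of which 20 were higher and 15 were lower in mutants. At an unadjusted p under 0.05 there were 1949 genes, 1204 higher and 745 lower. The number of genes past the threshold depended on the model. It was 619 with DESeq2 on the same counts without a prior on fold changes, 473 of them higher, and 1 when the expression of neuron and Schwann cell markers in each mouse was added to the edgeR model. With the marker values shuffled among mice of the same genotype, the median was also 1 gene, and 0 to 304 were called in 50 shuffles. The loss of calls and the high adjusted p-values under that model are therefore not informative by themselves. All 35 genes are also called in the authors' deposited table. Of the genes called in that table, 543 were among the genes tested, and all 543 had the same direction and an unadjusted p under 0.05 in edgeR. For each of the 35 genes the values of the mutants and of the controls did not overlap. Among all tested genes this held for 184 genes, or 0.997%, where chance gives 0.216%. After *Jag1*, the genes lower in mutants with the smallest adjusted p were *Syt6* and *Slc22a3*. *Syt6*, on chromosome 3, fell from 8.84 ± 0.836 CPM (SD, n = 6) in controls to 3.75 ± 0.722 CPM (SD, n = 6) in mutants, a log2 fold change of -1.23 (standard error 0.13, edgeR adjusted p = 0.000845). *Slc22a3*, on chromosome 17, fell from 13.9 ± 1.25 to 6.65 ± 1.19 CPM (SD, n = 6 each), a log2 fold change of -1.06 (standard error 0.12, edgeR adjusted p = 0.00142). The gene higher in mutants with the smallest adjusted p was *Ankrd34b*, followed by 3 with the same adjusted p of 0.0105, which were *Fam198b*, a locus that the files list by a clone name and that was not found in the reference, and *E230016K23Rik*. *Ankrd34b*, on chromosome 13, rose from 3.06 ± 0.501 to 6.90 ± 0.968 CPM (SD, n = 6 each), a log2 fold change of 1.18 (standard error 0.13, edgeR adjusted p = 0.00142). *Fam198b*, on chromosome 3, had a log2 fold change of 1.46 (standard error 0.21), and the locus listed by a clone name, with a median of only 6 counts per control mouse, had 2.58 (standard error 0.37). *E230016K23Rik*, on chromosome 11, had between 0 and 3 counts in each control and between 8 and 26 in each mutant, so the controls were too low for a fold change. Of the other genes named in Fig. 6A outside the Notch pathway, *Fam159b* and *Alox12e* were lower, with log2 fold changes of -1.62 and -2.08, and *Esr1* was higher, with a log2 fold change of 1.34 (edgeR adjusted p = 0.0187). *Sox2* was below the control median in 6 of 6 mutants, with a log2 fold change of -0.45 (standard error 0.13, edgeR adjusted p = 0.143). *Sox2* lies inside the transcript unit of *Sox2ot* on the same strand, so counting could have split reads between them. *Sox2* fell from 34.0 ± 6.45 to 24.8 ± 3.57 CPM (SD, n = 6 each). *Sox2ot*, chosen after its value was seen, rose only from 1.97 ± 0.571 to 4.11 ± 1.06 CPM (SD, n = 6 each). Reads counted on *Sox2ot* instead would thus account for at most a part of the fall. The mutants also carry CreER at *Sox2*, which the controls lack. An effect of that allele on *Sox2* cannot be told apart here from an effect of *Jag1* deletion.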

We found 548 differentially expressed genes with an adjusted p-value of <0.05, 411 of those genes were significantly upregulated (Fig. 6A, red) while 137 were significantly downregulated (Fig. 6A, green; datasets D1 and D2). Ingenuity Pathway Analysis (IPA; Qiagen) revealed a number of different pathways that were significantly altered by loss of JAG1 in the cochlea. 

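IPA tests whether a list of genes holds more members of a curated pathway than chance gives. The IPA gene sets were not used here. In their place, gene lists were written by hand for the 5 pathways of Fig. 6B from the known members and gene families of each pathway, before the counts were examined but after the paper's list of differentially expressed genes had been read, so that a list's overlap with the authors' calls is not independent of those calls. Overlap with the 35 genes from edgeR was tested by a one-sided Fisher's exact test against all 18459 tested genes. All 35 are among the authors' calls, as are 539 of the 619 genes from DESeq2 without a prior. Their overlap with the lists is therefore not independent either, and the p-values of these tests can overstate the evidence. Of the 87 tested genes of the axonal guidance list, the 58 of the glutamate receptor signalling list and the 39 of the chondroitin sulfate biosynthesis list, 0 had an adjusted p under 0.05, where 0.165, 0.110 and 0.0739 genes were expected by chance. At an unadjusted p under 0.05 there were 25 genes in the axonal guidance list, 19 of them higher in mutants, against 9.19 expected from the share of all tested genes. In the glutamate receptor signalling list there were 14, of which 12 were higher, against 6.12 expected, and in the chondroitin sulfate biosynthesis list 10, of which 6 were higher, against 4.12 expected. When p-values were adjusted over each list alone, 9, 9 and 6 genes of the 3 lists had an adjusted p under 0.05. These lists changed sides with the count model. With DESeq2 without a prior, 9 genes of the axonal guidance list were called (Fisher's exact test, adjusted p = 0.00402), 9 of the glutamate receptor signalling list (adjusted p = 0.000642) and 5 of the chondroitin sulfate biosynthesis list (adjusted p = 0.0119).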

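Of the 43 tested genes of the Notch signalling list, 3 were among the 35 genes from edgeR, where 0.0815 were expected by chance (one-sided Fisher's exact test, p = 7.32e-05, adjusted over the 5 lists p = 0.000366). All 3 were lower in mutants. They were *Jag1*, which is the gene deleted, *Hey1* and *Lfng*. Without *Jag1*, the overlap was 2 of 42 genes (Fisher's exact test, adjusted p = 0.0135). With neuron and Schwann cell markers added to the model 0 genes of the list were called, but that model called only 1 gene in all and cannot test the overlap. Of the list, 8 genes had an unadjusted p under 0.05, 6 of them lower and 2 higher, and the same number, 8 genes, passed when p-values were adjusted over the list alone. Tested as a whole with camera, a limma test that compares the genes of a list with all other tested genes and allows for the correlation between genes, the list leaned downwards in mutants (adjusted over the 5 lists p = 0.00975), with a median log2 fold change of -0.07. The camera test included *Jag1* and was not repeated without it, so it does not show a shift apart from the deleted gene. *Hey1*, on chromosome 3, encodes a transcriptional repressor induced by Notch. It fell from 52.4 ± 4.87 CPM (SD, n = 6) in controls to 31.3 ± 3.86 CPM (SD, n = 6) in mutants, a log2 fold change of -0.74 (standard error 0.09, edgeR adjusted p = 0.00204). *Lfng*, on chromosome 5, encodes a glycosyltransferase that modifies Notch receptors. It fell from 57.4 ± 2.41 to 41.9 ± 4.36 CPM (SD, n = 6 each), a log2 fold change of -0.45 (standard error 0.07, edgeR adjusted p = 0.0204). For both genes the highest mutant lay below the lowest control (exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow). The adjusted p of *Lfng* reached 0.0747 across the 12 fits that each left out a mouse, and was 0.0659 after a correction for GC content that was added after the data were examined. With the neuron and Schwann cell markers in the model, the log2 fold change of *Hey1* was -0.76 (edgeR adjusted p = 0.275) and that of *Lfng* was -0.30 (edgeR adjusted p = 1.00).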

Not surprisingly, Notch Signaling was the top pathway affected by loss of JAG1 (Fig. 6A, B, blue). However, one of the top four pathways, signaling by Rho family GTPases, was of interest to us as this family is known to regulate the actin cytoskeleton [34, 35], an important component of hair cell structure, particularly the stereocilia. Notably, one of the genes in this pathway that was significantly differentially overexpressed was *Diaph3*, a member of the diaphanous-related formin (DRF) family involved in actin remodeling (reviewed in [36]). 

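*Diaph3*, on chromosome 14, is listed in the deposited counts under the symbol *Diap3*. Its level was 2.76 ± 0.276 CPM (SD, n = 6) in controls and 4.07 ± 1.13 CPM (SD, n = 6) in mutants, and its raw counts lay between 66 and 191 per mouse. The lowest mutant, at 3.18 CPM, lay above the highest control, at 3.00 CPM (exact permutation test, two-sided, p = 0.00216, the smallest that 6 mice against 6 allow). The log2 fold change was 0.57 (standard error 0.17), with an unadjusted p of 0.00395 and an adjusted p of 0.142 from edgeR's quasi-likelihood test over all genes tested. With DESeq2 without a prior, the log2 fold change was 0.56 and the adjusted p was 0.0497. With DESeq2 with a prior on fold changes, they were 0.40 and 0.0506. The authors' deposited table gives a log2 fold change of 0.40 with an adjusted p of 0.0486. Mutants 1 and 2 were at 5.92 and 5.04 CPM, and the other 4 mutants were between 3.18 and 3.55 CPM.

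**Figure D1:**
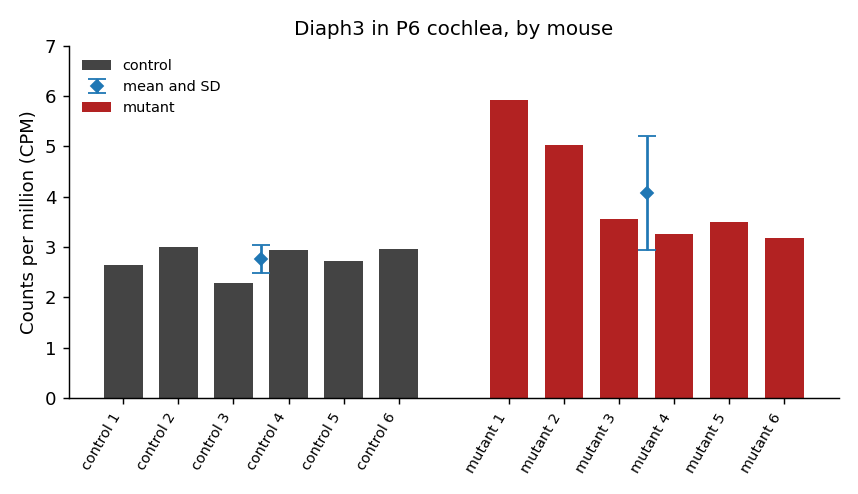
Level of *Diaph3* in CPM in each of the 6 control mice (dark bars) and 6 mutant mice (red bars), with the mean and SD of each genotype (blue). The mutants sit between 3.18 and 5.92 CPM and the controls between 2.28 and 3.00 CPM.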

Importantly, pathogenic variants in the *Diaph3* gene in humans leads to DIAPH3 overexpression and causes autosomal dominant auditory neuropathy (AUNA1) [37], a specific form of hearing loss that resembles the type we observed in the *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutants (Fig. 2). Moreover, mouse models of AUNA1 that have been generated by overexpressing *Diaph3* show stereocilia fusion specifically affecting the inner hair cells [38, 39]. Taken together, these similarities to AUNA1 indicated that potentially, actin dysregulation and stereocilia defects were underlying the hearing loss in the *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mutant cochleae.

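With each mouse left out in turn, the log2 fold change of *Diaph3* stayed between 0.43 and 0.63, and its adjusted p from edgeR stayed between 0.116 and 0.307. When the expression of neuron and Schwann cell markers in each mouse was added to the model, the log2 fold change was 0.17 (standard error 0.24, edgeR adjusted p = 1.00). The paper found *Diaph3* overexpressed in the mutants, and noted that in humans *DIAPH3* overexpression causes an auditory neuropathy, AUNA1, that resembles the hearing loss of the *Sox2* CreER/+*Jag1* fl/fl mutants, and that mouse models overexpressing *Diaph3* have fused stereocilia of the inner hair cells. From these similarities the paper proposes that actin dysregulation and stereocilia defects underlay the hearing loss of the mutants, and it turned to the structure of the stereocilia to examine this.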

**Fig. 6:**
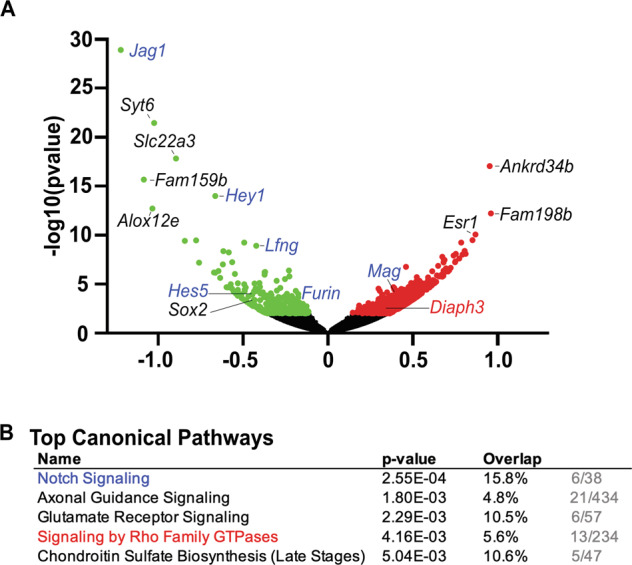
Transcriptional analyses indicate a potential defect in stereocilia formation. **A** Volcano plot from RNA-seq analysis of P6 *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ and *Sox2*^*+/+*^ littermate cochleae (*n* = 6 per genotype). A total of 411 genes were significantly upregulated (red dots) and 137 genes were significantly downregulated (green dots). Genes in the Notch pathway that show significant differences are indicated in blue. *Diaph3*, a gene in the Rho GTPase family, is shown in red. **B** Top canonical pathways affected by loss of JAG1 identified by Ingenuity Pathway Analysis (IPA). Five of the top pathways whose gene members were significantly different between *Sox2*^*Cre/+*^*Jag1*^*fl/fl*^ and *Sox2*^*+/+*^. Overlap indicated the percentage of genes affected in each pathway (actual numbers are shown in gray).

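Of the 6 genes drawn in blue, *Jag1*, *Hey1* and *Lfng* had an adjusted p under 0.05 in edgeR, and *Hes5*, *Furin* and *Mag* did not. *Hes5*, on chromosome 4, was near the lower limit of what these libraries can measure, with between 2 and 22 counts per mouse. It was at 0.455 ± 0.173 CPM in controls and 0.174 ± 0.0652 CPM in mutants (SD, n = 6 each), a log2 fold change of -1.36 (standard error 0.34, edgeR adjusted p = 0.0958). *Furin*, on chromosome 7, fell from 299 ± 20.8 to 260 ± 12.1 CPM (SD, n = 6 each), a log2 fold change of -0.20 (standard error 0.06, edgeR adjusted p = 0.165). *Mag*, on chromosome 7, encodes a glycoprotein of myelin and was the only one of the 6 that was higher in mutants. It rose from 4.51 ± 2.10 CPM in controls to 23.2 ± 17.1 CPM in mutants (SD, n = 6 each), a log2 fold change of 2.36 (standard error 0.54, edgeR adjusted p = 0.0937), and lay between 8.53 and 50.7 CPM across the mutants. With neuron and Schwann cell markers in the model, its log2 fold change was 0.27 (standard error 0.19, edgeR adjusted p = 1.00). With DESeq2 without a prior, *Hes5*, *Furin* and *Mag* had adjusted p-values of 0.0440, 0.0196 and 0.00169. *Heyl*, also a target of Notch, is called in the authors' deposited table and was chosen after its values were seen. It had a log2 fold change of -0.23 (standard error 0.06, edgeR adjusted p = 0.129).

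**Figure D2:**
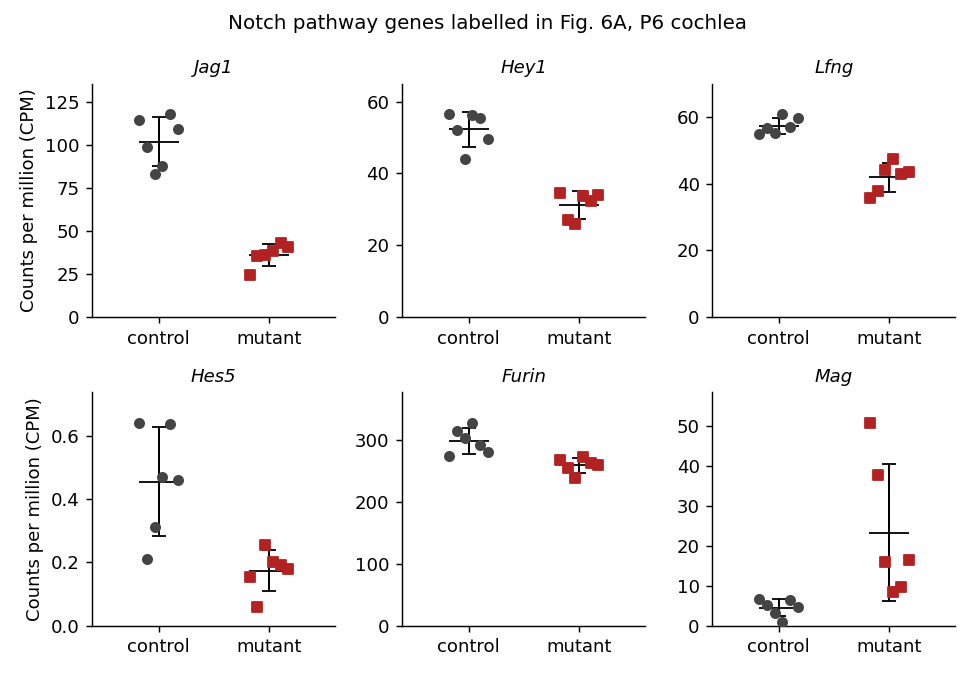
Level of the 6 Notch pathway genes of Fig. 6A in CPM (each panel on its own scale from 0), with a point for each of the 6 control mice (circles) and 6 mutant mice (squares) and the mean and SD of each genotype (lines). *Jag1*, *Hey1*, *Lfng* and *Furin* separate the genotypes downwards, *Hes5* overlaps, and *Mag* is higher and spread widely in mutants, between 8.53 and 50.7 CPM.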

### *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cells display dysmorphic stereocilia

To examine whether JAG1-deficiency caused stereocilia defects in hair cells, we used scanning electron microscopy (SEM) at 6 weeks of age to examine the ultrastructure of hair cell stereocilia. Dramatic malformations of the inner hair cell stereocilia were observed in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ cochleae (Fig. 7B) compared to *Sox2*^*+/+*^ littermate controls (Fig. 7A). Specifically, we found that *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cell stereocilia often appeared fused, such that individual stereocilia were not recognizable (Fig. 7B, asterisks). This stereocilia fusion was observed in ~70% of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cells throughout the cochlea (Fig. S4). However, these defects were mostly prevalent in the apical/middle cochlear turns (Fig. S4A–I) and less frequently observed in the more basal regions (Fig. S4J, K). In contrast, outer hair cell stereocilia appeared to have normal morphology throughout the cochlea (Fig. 7B), indicating that these defects were specific to inner hair cells. Taken together, these results were consistent with results of the auditory testing (Fig. 2), which indicated that the inner hair cell pathway was disrupted in JAG1-deficient mice, and are consistent with AUNA1 mouse models that displayed fused stereocilia bundles, caused by overexpression of *Diaph3*.

**Fig. 7:**
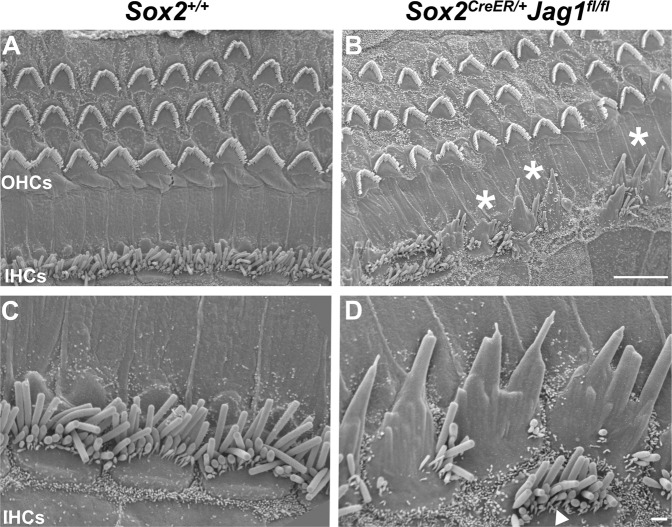
*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cells display stereocilia malformations. **A**–**D** Scanning electron microscopy (SEM) of the sensory regions of 6-week-old *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ and *Sox2*^*+/+*^ littermate cochleae. The majority of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cells (**B**; asterisks) display significant stereocilia fusion compared to *Sox2*^*+/+*^ littermate controls (**A**), although there are some hair cells with unfused stereocilia (**D**; arrowhead). However, outer hair cell stereocilia of the mutant mice appear to have normal morphology. Scale bar: 10 µm. **C**, **D** Higher power images of *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ inner hair cells further detail stereocilia fusion compared to *Sox2*^*+/+*^ littermate controls. Scale bar: 1 µm.

## Discussion

During embryonic inner ear development, the Notch ligand JAG1 plays an established role in prosensory region specification through the process of lateral induction [2, 7–10]. Although several of the Notch ligands are expressed in the cochlea, including DLL1 and JAG2 [11, 14, 40], JAG1 is the only ligand expressed in supporting cells and maintained in the mature cochlea [16]. However, the function of JAG1 in the maturing cochlea is not well characterized. Here, we show that deletion of JAG1 in the cochlea results in hearing loss that resembles auditory neuropathy. Specifically, we show that ABR thresholds are significantly increased while DPOAEs, which assess outer hair cell function, are normal in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. These results indicate that the inner hair cell pathway is primarily affected in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. Analysis of the cellular makeup of the organ of Corti shows that hair cells and supporting cells are largely present, as well as auditory neurons in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. Moreover, inner hair cell synapses are also largely unaffected in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice. Molecular analysis at P6 using RNA-seq indicated that the Rho GTPase signaling pathway, including *Diaph3*, is significantly altered in JAG1-deficient cochlea. Previous studies have shown that *Diaph3* overexpression causes auditory neuropathy in humans (AUNA1), and mouse models revealed inner hair cell stereocilia defects. When analyzed by SEM, JAG1-deficient cochleae display similar defects in the inner hair cell stereocilia. Taken together, our data show that deletion of JAG1 during cochlear maturation results in hearing loss caused by inner hair cell stereocilia defects, resembling AUNA1 mouse models.

In the cochlea, Notch signaling plays a well-established role in mediating lateral inhibition, which determines whether a cochlear precursor will adopt a hair cell or supporting cell fate. Disruptions in lateral inhibition during embryogenesis result in an overproduction of hair cells at the expense of supporting cells [11–13]. Additionally, disruptions in Notch signaling during the early postnatal period can also result in excess hair cells [41–44]. However, we did not observe excess hair cell production after JAG1 deletion, indicating that JAG1 signaling does not participate in lateral inhibition during cochlear maturation. Another role that Notch can play is an instructive role during differentiation. This role is less well understood but has been demonstrated in the central nervous system, where Notch has been shown to promote the differentiation of glia [45–51]. Given that supporting cells share some similarities with glia (reviewed in [52]), it is possible that JAG1 plays an instructive role in supporting cell differentiation. In support of an instructive role, we have previously shown that ectopically activating Notch in early-developing hair cells can convert them to a supporting cell-like fate [19]. Similarly, other groups have shown that overactivation of Notch promotes supporting cell-specific gene expression and Deiters’ cell loss [22]. Most recently, Chrysostomou et al., (2020) showed that deleting JAG1 in the early developing cochlea (*Sox2*^*CreERT2/+*^:: *Jag1*^*fx/fx*^ *or Fgfr3-iCreER*^*T2*^:: *Jag1*^*fx/fx*^) results in loss of Hensen’s cells, a distal supporting cell population that flanks the third row of outer hair cells [33]. We also observed a loss of Hensen’s cells after JAG1 deletion (*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^) at P0/P1. However, Chrysostomou showed that despite lacking most Hensen’s cells, there was little effect on hearing thresholds using a Cre allele that only deleted JAG1 in the outer supporting cells (*Fgfr3-iCreER*^*T2*^:: *Jag1*^*fx/fx*^) [33]. Thus, these results indicate that the presence of Hensen’s cells is not critical for maintaining hearing thresholds. We show here that JAG1 deletion throughout the supporting cell population (*Sox2*^*CreER/+*^*Jag1*^*fl/fl*^) results in significant increases in ABR thresholds. Even more, interestingly, there were no effects on *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ DPOAEs, an assessment of outer hair cell function. These results indicate that JAG1 plays another role in the cochlea outside of regulating Hensen’s cell numbers, which specifically affects inner hair cell function.

Clinically, patients with hearing loss that present with increased ABR thresholds and normal DPOAEs would be classified as having auditory neuropathy, indicating inner hair cell function is compromised, while outer hair cell function is maintained. In mice, hearing loss is commonly classified as either a synaptopathy (caused by loss of inner hair cell synapses), a neuropathy (caused by loss of spiral ganglion neurons/ dysfunction of the auditory nerve), an amplifier defect (caused by loss of outer hair cells) or a global dysfunction (caused by improper homeostatic /ionic balance) (reviewed in [53]). Our physiological and histological analysis indicate that JAG1-deficient cochleae have normal inner hair cell numbers, relatively normal inner hair cell synapses, and normal numbers of auditory neurons, ruling out these as reasons for the increased auditory thresholds. Instead, our molecular results using RNA-seq analysis indicate that the Rho GTPase signaling pathway is disrupted in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice, a pathway commonly involved in actin dynamics. Since the stereocilia are composed mainly of actin, and stereocilia defects are one of the most common causes of deafness [54], we used SEM to demonstrate that the inner hair cell stereocilia were abnormal in *Sox2*^*CreER/+*^*Jag1*^*fl/fl*^ mice, often showing fused and elongated stereocilia. The fact that only the inner hair cell stereocilia are abnormal is consistent with physiological results in JAG1-deficient mice showing raised ABR thresholds while maintaining normal DPOAEs, indicating normal outer hair cell function. Importantly, we are deleting JAG1 at P0/P1 which is an early stage of stereocilia development when the stereocilia are not fully organized or mature. Studies have shown that in rodents, postnatal stages are a critical time for stereocilia morphogenesis, including elongation, significant microvilli reabsorption, and staircase refinement [55]. Additionally, the kinocilia of mouse auditory hair cells, an important mediator of hair cell morphogenesis and planar cell polarity (PCP), continually degenerates until its absence at the onset of hearing (postnatal day (P)12) (reviewed in [56]). Previously it has been shown that members of the Rho GTPase family play an essential role in cochlear hair cell stereocilia formation and maintenance. Specifically, loss or dysregulation of the Rho GTPases RAC1 [57], CDC42 [58, 59], their activator ARHGEF6 [60], or their downstream effector PAK1 [61] leads to deficits in cochlear stereocilia development or maintenance. Interestingly, others have shown PCP dysregulation in hair bundles after *Cdc42* deletion in both hair cells and supporting cells, but this was not observed after hair cell-only *Cdc42* deletion [58, 62]. Furthermore, recent results from Du et al. (2021) demonstrate that CDC42 acts in both a cell-autonomous and non-autonomous manner during stereocilia development [59]. Specifically, a more severe stereocilia phenotype with additional planar cell polarity (PCP) defects were observed after treatment with a CDC42 inhibitor compared to the stereocilia phenotype observed after hair cell-specific *Cdc42* inactivation, indicating involvement of other cells like supporting cells, in *Cdc42*-mediated PCP regulation [59]. These studies indicate that cochlear supporting cells likely play a role in hair cell stereocilia formation and maintenance.

We also identified a gene of interest, *Diaph3*, within the signaling by Rho family GTPase pathway that was significantly upregulated in JAG1-deficient cochleae. *Diaph1-3* are members of the mammalian diaphanous-related formin (DRF) family that are activated by Rho GTPases, and are involved in actin remodeling [63–65]. 

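The other 2 *Diaph* genes were expressed at higher levels than *Diaph3* in the P6 cochleae and did not differ between the genotypes by more than they varied between mice. *Diaph1*, on chromosome 18, was at 82.0 ± 2.39 CPM in controls and 78.1 ± 5.35 CPM in mutants (SD, n = 6 each), a log2 fold change of -0.06 (standard error 0.05, edgeR adjusted p = 0.807). *Diaph2*, on chromosome X, was at 22.7 ± 5.05 CPM in controls and 24.1 ± 4.39 CPM in mutants (SD, n = 6 each), a log2 fold change of 0.09 (standard error 0.16, edgeR adjusted p = 0.924).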

Importantly, pathogenic variants in DIAPH1 and DIAPH3 have been shown to cause deafness. Previously, studies in humans [66–69] and mice [70, 71] have identified that pathogenic variants in DIAPH1 cause DFNA1, a form of non-syndromic autosomal dominant sensorineural hearing loss. These pathogenic variants are thought to interfere with the autoregulation of DIAPH1, resulting in a constitutively active protein [65, 66]. Similarly, work conducted in both humans and mice has also established a link between *Diaph3* levels and hearing loss. In humans, heterozygous mutation in the *DIAPH3* gene cause autosomal dominant auditory neuropathy 1 (AUNA1). Specifically, a point mutation in the 5’ untranslated region of the *DIAPH3* human gene leads to overexpression of the DIAPH3 protein [37]. Mouse models of AUNA1, in which *Diaph3* is overexpressed, exhibit auditory neuropathy hearing loss [38, 39]. Strikingly, mouse models of *Diaph3* overexpression show abnormal inner hair cell stereocilia morphology [38], similar to the morphology of JAG1-deficient inner hair cells. Taken together, these studies indicate that overexpression of *Diaph3* is deleterious for hearing.

Currently, the identity and cellular location of the Notch receptor(s) mediating the effects of JAG1 in the maturing cochlea are unknown. However, out of the four Notch receptors (NOTCH1-4), three have reported expression in the organ of Corti (*Notch1-3*) [15, 40]. Previous studies have shown that NOTCH1 plays a role in mediating lateral inhibition postnatally, and in preventing continued proliferation [72, 73]. NOTCH2 is also a possible receptor given that it acts as the receptor for JAG1 in other systems that are affected in Alagille syndrome [74]. Thus, NOTCH1 and NOTCH2 are possible receptors based on established roles in the cochlea or other systems, but NOTCH1, NOTCH2, NOTCH3, or a combination of these receptors, could mediate the effects of JAG1 in the maturing cochlea. Our results uncover a novel role for JAG1 in the maturing cochlea in maintaining the inner hair cell stereocilia. Given that JAG1 is expressed in supporting cells and likely receptors are also in supporting cells [15, 40, 75], these results highlight a potential interaction between hair cell and supporting cells that is required to maintain the stereocilia. Future studies will reveal how the Notch pathway interacts with the Rho GTPase signaling pathway to regulate stereocilia maintenance.

## Supplementary information

Supplemental File Information

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Table 1

checklist

Dataset 1

Dataset 2

## Data Availability

The dataset(s) supporting the conclusions of this article is(are) included within the article (and its additional file(s)). The sequencing dataset discussed in this publication is deposited at NCBI’s Gene Expression Omnibus (GEO accession number GSE193158).

# Supplementary material for: Deletion of the Notch ligand Jagged1 during cochlear maturation leads to inner hair cell defects and hearing loss
**Source:** Cell Death Dis. 2022 Nov 18;13(11):971. doi: 10.1038/s41419-022-05380-w
**Supplement:** Supplementary file 1 — Supplemental File Information

**Supplementary File Information**

**Supplementary Figure 1.** Deletion of the Notch ligand JAG1 in maturing cochlea results in decreased protein expression in supporting cells.

(A) Drawing of a cross-section through the neonatal organ of Corti showing JAG1 expression in supporting cells (red) at postnatal day (P)6. JAG1 is highly expressed in supporting cells, including PC, IPhC and DC (red). JAG1 is not expressed in IHC or OHC (white). Abbreviations: IHC, inner hair cells; OHCs, outer hair cells; IPhC, inner phalangeal cells; IPC, inner pillar cells; OPC, outer pillar cells; DC, Deiters’ cells; TM, tectorial membrane. (B) Experimental strategy. Offspring from *Sox2^CreER/+^Jag^+/fl^* x *Jag1^fl/fl^* crosses were administered tamoxifen (+tmx) at postnatal days (P)0 and P1 and their cochleae were harvested and analyzed at P6. (C-D) Cryosections through P6 cochlea stained for hair cells (MYO6), nuclei (DAPI) and JAG1. Scale bar: 50µm. (C) *Sox2^+/+^* littermate control sections showing the normal expression of JAG1 at P6 in supporting cells. (D) In *Sox2^CreER/+^Jag1^fl/fl^* cochlea at P6 there is significant downregulation of JAG1 protein in all supporting cells.

**Supplementary Figure 2.** Decreased ABR wave I amplitudes are observed in *Sox2^CreER/+^Jag1^fl/fl^* mice at 6 weeks.

(A) Mean ABR waveform traces obtained in response to a 75dB pure tone stimulus at 16kHz for control (black) and *Sox2^CreER/+^Jag1^fl/fl^* mutants (red) mice at 6 weeks. Substantial alterations in the ABR waveform, particularly in wave I, are observed in *Sox2^CreER/+^Jag1^fl/fl^* (red) compared to controls (black). ABR waves are labeled above the traces with Roman numerals I-V. *Sox2^+/+^* n=7, *Sox2^CreER/+^Jag1^fl/fl^* n=6. (B) ABR wave I amplitudes at increasing sound pressure levels (dB SPL) at 16kHz. *Sox2^CreER/+^Jag1^fl/fl^* mutant mice (red) do not display linear increases in wave I responses at increasing sound pressure levels compared to the control mice (black). Data expressed as mean ± SEM. *Sox2^+/+^* n=11, *Sox2^CreER/+^Jag1^fl/fl^* n=12. Two-way ANOVA Bonferroni adjusted; ****P*≤0.001.

**Supplementary Figure 3.** Deletion of *Jag1* in the maturing cochlea causes loss of Hensen’s cells by P6, although other cell types are not affected.

(A-H) Whole mount confocal images of P6 cochlea. Scale bar: 50µm. (A-B) Phalloidin (magenta) labels F-actin within the inner and outer hair cell stereocilia of P6 *Sox2^+/+^* littermate control (A) and *Sox2^CreER/+^Jag1^fl/fl^* (B) mice. (C-H) SOX2 immunostaining (green) labels the nuclei of all supporting cell subtypes, except CCs. Arrowheads denote the location of HeCs. (C-F) CD44 immunostaining labels CCs and OPCs. FABP7 immunostaining labels IPhCs, HeCs and BCs; which is lacking in *Sox2^CreER/+^Jag1^fl/fl^* mutant cochleae in the HeC region (F; arrowhead). (G-H) PROX1 labels OPCs and three rows of DCs. Dotted line designates the boundary between HeCs and CCs. (I) Quantification of hair cell and supporting cell subtypes. Quantities of inner and outer hair cells are similar between *Sox2^CreER/+^Jag1^fl/fl^* (red squares) and controls (black circles). Substantial HeC loss is observed in *Sox2^CreER/+^Jag1^fl/fl^* mutant cochleae. Data expressed as mean ± SD; Two-way ANOVA Bonferroni adjusted; *** *P* ≤0.001; n=3 per genotype. Abbreviations: HC, hair cell; SC, supporting cell; IHC, inner hair cell; OHCs, outer hair cell; IPhC, inner phalangeal cell; IPC, inner pillar cell; OPC, outer pillar cell; DCs, Deiters’ cells; HeCs, Hensen’s cells; CCs, Claudius cells.

**Supplementary Figure 4.** Additional examples of inner hair cell stereocilia malformations along the length of *Sox2^CreER/+^Jag1^fl/fl^* cochleae.

Representative scanning electron microscopy (SEM) of the sensory regions of 6-week-old *Sox2^CreER/+^Jag1^fl/fl^* cochleae from apex (A) to the base (L). (A,D,G,J) Lower power images of inner and outer hair cells highlight morphological differences observed throughout each cochlear turn. Scale Bars: 10µm. The majority of *Sox2^CreER/+^Jag1^fl/fl^* inner hair cells (IHCs) display significant stereocilia malformations such as fusions and elongations (asterisks), although there are some hair cells with unfused stereocilia that are more prevalent in the basal turns (J-L). (B,C,E,F,H,I,K,L) Higher magnification images of *Sox2^CreER/+^Jag1^fl/fl^* inner hair cells (IHCs) further detail the stereocilia malformations (asterisks) that are present throughout the cochlea. Scale Bars: 5µm.

**Supplementary Table 1.** Table of antibodies used in this study.

# Supplementary material for: Deletion of the Notch ligand Jagged1 during cochlear maturation leads to inner hair cell defects and hearing loss
**Source:** Cell Death Dis. 2022 Nov 18;13(11):971. doi: 10.1038/s41419-022-05380-w
**Supplement:** Supplementary file 6 — Supplemental Table 1

**Table S1. Primary Antibodies**

| **Antibody** | **Company** | **Cat#** | **RRID** | **Concentration**  **& Incubation** |
| --- | --- | --- | --- | --- |
| CD44 | BD Biosciences | 550538 | AB_393732 | [1:500]  Overnight at 4ºC |
| CtBP2 | BD Transduction Laboratories | 612044 | AB_399431 | [1:200]  Overnight at 37ºC |
| FABP7 | Abcam | ab32423 | AB_880078 | [1:200]  Overnight at 4ºC |
| GLAST (EAAT1) | Abcam | ab416 | AB_304334 | [1:100]  Overnight at 4ºC |
| GluR2 / Gria2 | Millipore | MAB397 | AB_2113875 | [1:2000]  Overnight at 37ºC |
| JAG1 c-20 | Santa Cruz Biotechnology | sc-6011 | AB_649689 | [1:200]  Overnight at 4ºC |
| JAG1 | R&D Systems | AF599 | AB_2128257 | [1:250]  Overnight at 4ºC |
| MYOSIN-VI | Proteus | 25-6791 | AB_10013626 | [1:700]  Overnight at 4ºC |
| MYOSIN-VIIa | Proteus | 25-6790 | AB_10015251 | [1:700]  Overnight at 4ºC |
| PROX1 | Millipore | ABN278 | AB_2811075 | [1:2000]  Overnight at 4ºC |
| PVALB | Sigma | P3088 | AB_477329 | [1:1000]  Overnight at 4ºC |
| S100a1 | Dako | Z0311 | AB_10013383 | [1:50]  Overnight at 4ºC |
| SOX2 | Santa Cruz Biotechnology | sc-17320 | AB_2286684 | [1:700]  Overnight at 4ºC |
| TUJ1 | Covance | mms-435P | AB_2313773 | [1:1000]  Overnight at 4ºC |

How the deposited data were processed for this re-analysis (not part of the article)

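RNA-seq of the P6 cochlear sensory epithelium from 6 *Sox2* CreER/+*Jag1* fl/fl mutants and 6 *Sox2*+/+ littermate controls was analysed, which is all of the RNA-seq in the paper. The genotype and the replicate number of each library were taken from the sample labels and the paper's dataset of normalized values. The auditory, histological and electron microscopy measurements were not analysed here.

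The authors deposited raw counts per gene symbol, 1 column per library, in which the values are whole numbers that were neither normalized nor pooled. The paper's text does not name the aligner, genome build, annotation or counting program that made these counts. The authors also deposited the table of their DESeq2 comparison of mutants with controls. In it the authors give a mean signal per gene, which is the mean of counts divided by DESeq2 size factors. The authors' log2 fold changes and their standard errors in that table are drawn towards 0. The deposited table also holds a score, which is the log2 fold change divided by its standard error, and the authors' p-value and adjusted p-value for each gene. The DESeq2 version and settings of the authors are not named in the paper's text. Of 28686 symbols in the deposited table, 19654 carry an adjusted p, and 548 have one under 0.05, 411 higher and 137 lower in mutants.

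From the counts, genes with a mean count of at least 5 over the 12 libraries were kept, which left 18459 genes. They were compared between genotypes by the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, robust estimation and no covariates, on all 12 libraries. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and genes with an adjusted p under 0.05 were called. CPM values use the TMM factors. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Single genes were also compared by an exact two-sided permutation test of log2(CPM + 0.1) over the 924 ways of dividing the mice. The tests were checked on simulated data made from the means, dispersions and library sizes of the real genes, in which 200 of 18459 genes were changed. edgeR called 137 genes, of which 134 were changed and 2.2% were false. DESeq2 called 168, of which 145 were changed and 13.7% were false. This was a single simulated data set, with dispersions estimated by edgeR and each gene drawn independently. It lacks the variation that real genes share between mice. These shares therefore do not show which method's number of real genes is nearer the truth.

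Total counts per library lay between 28498549 and 36134983. At this depth genes with few counts, such as *Hes5*, are measured with the largest error. Libraries of the same genotype differed by more than counting error, so the spread between mice, and not the depth, limits most of the comparisons.

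Pathways were tested with 5 hand-written gene lists by a one-sided Fisher's exact test of their overlap with the called genes, with all tested genes as background, adjusted over the 5 lists. IPA's gene sets were not used. For 1 of the 5 lists the results are not reported here, and it is counted in the adjustment. A list of marker genes was written for each of 6 cell types or states (neurons, Schwann cells, macrophages, hair cells, supporting cells and dividing cells), and the score of a mouse is the mean log2 CPM of the markers, with a prior count of 2. Scores were compared by exact permutation of the 6 mice against 6. The lists were written before the counts were examined but after the paper's list of differentially expressed genes had been read. That list shaped some entries, so that overlaps of the pathway and marker lists with the authors' calls are not independent of those calls. The same limit holds for overlaps with the 35 genes from edgeR, all of which are among the authors' calls.

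The alternatives fixed before the counts were examined were DESeq2 1.42.0 without a prior on fold changes, DESeq2 with a prior given all genes, limma-voom (limma 3.58.1), RLE and upper-quartile normalization, no filter, a mean count of at least 20, edgeR's filterByExpr, estimation that was not robust, the replicate number as a block, the neuron and Schwann cell scores as covariates, the level of *Xist* as a covariate, an adjusted p under 0.01, camera and other forms of the list test, and leaving out each of the 12 mice. A correction for GC content, from the median deviation of each library in 20 bins of GC content, was added after the data were examined. The replicate numbers come from the sample labels, which number the mice of each genotype from 1 to 6. The paper does not say that mice with the same number were paired.

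The genes named are those labelled in Fig. 6A or named in the paper's text on the RNA-seq, the 3 with the smallest adjusted p in each direction and any tied with them, every gene of the Notch list with an adjusted p under 0.05 and, in the additional observations, the genes whose proteins the paper stained, the other *Diaph* genes and the Notch receptors. Other genes are said to be chosen after their values were seen. Chromosomes, gene order, transcript length and GC content come from GENCODE M21 on GRCm38, in which 94.7% of the symbols were found, 654 of them by an older symbol. Because the authors' build is not named, no coordinates are given. The paper's text does not say whether reads were counted by strand, so genes that overlap another gene can share reads.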

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

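The tests of shuffled marker scores were chosen after the results were seen, and the tests of correlations within genotypes were set after the scores of the mice had been seen but before the correlations.

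*Esr1* in mutant 4 stood apart from the other mutants. It was at 4.70 CPM, and the other 5 mutants were between 3.03 and 3.65 CPM. Of the 46 groups of values examined in this way, this was 1, and chance alone sets apart about 5% of groups. *Esr1* was higher in all 6 mutants than in any control with this mouse included, and the log2 fold change stayed between 1.21 and 1.45 across the 12 fits that each left out a mouse, but its adjusted p from edgeR was above 0.05 in 2 of them, at up to 0.0556. No technical or biological explanation was tested for this value.

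Markers of neurons and of Schwann cells were higher in mutants, which the paper does not report. The score of 17 neuron markers was 1.57 higher in mutants on the log2 scale (exact permutation test, p = 0.00866, adjusted over 6 scores p = 0.0173) and lay above the control median in 6 of 6 mutants. The score of 13 Schwann cell markers was 1.504 higher (exact permutation test, p = 0.00433, adjusted p = 0.0130), also in 6 of 6 mutants. The scores differed widely between mice of the same genotype. The neuron score spanned a 7.99-fold range among mutants and a 3.06-fold range among controls, and the Schwann cell score spanned 3.64-fold and 3.78-fold. Of the markers, 5 for neurons and 11 for Schwann cells are among the genes the authors call higher in mutants, and the lists were written with those calls known, so the p-values overstate the evidence.

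A candidate explanation is that the dissected epithelium held differing amounts of spiral ganglion neurons and of their Schwann cells. Within genotypes, where the effect of *Jag1* deletion is removed, the genes that the authors call higher in mutants rose and fell with these scores. Leaving out the markers, the median correlation of 392 such genes was 0.753 with the neuron score and 0.463 with the Schwann cell score, and random gene lists of matched expression gave between -0.06 and 0.03 and between -0.07 and 0.01. With both scores in the model, the median log2 fold change of these genes was 0.173, and with scores shuffled among mice of the same genotype it was between 0.431 and 1.74 in 50 shuffles. A biological explanation, in which *Jag1* deletion raises neuronal and Schwann cell transcripts, would leave the same traces if the mutants differed in the size of their response. The paper counted spiral ganglion neurons at P6 and found no significant difference (Fig. 3C), but those counts do not measure RNA in the dissected tissue. The difference in scores therefore cannot be told apart from differing tissue composition.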

How the results depend on the processing

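Apart from a correction for GC content, which was chosen after seeing the data, the alternatives were set before the data were examined. The cause of each change below was not tested unless a value is given for it.

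The number of genes with an adjusted p under 0.05 moved most. It was 35 (20 higher and 15 lower in mutants) in the edgeR model reported. DESeq2 gave 619 without a prior on fold changes (473 higher and 146 lower) and 539 with a prior given all genes (406 and 133). The replicate block gave 131 (115 higher), no filter 57 (36 higher), limma-voom 19 (6 higher), *Xist* as a covariate 23 (8 higher), and an adjusted p under 0.01 left 8 (1 higher and 7 lower). With neuron and Schwann cell marker scores as covariates there was 1 gene, with 0 higher and 1 lower, and 514 genes at an unadjusted p under 0.05. Across the 12 fits that each left out a mouse, the number ran from 14 to 356, with 4 to 316 higher and 8 to 40 lower. The highest numbers came without mutant 5, the mutant with the lowest neuron score. RLE and upper-quartile factors, a mean count of at least 20, filterByExpr, estimation that was not robust and the GC correction gave between 29 and 42 genes. Of the 131 genes with the replicate block, 26 are among the 35. The block rests on the replicate numbers alone. Expression, with the genotype mean removed, correlated with a mean r of 0.053 between mice of the same number (6 pairs) and -0.011 between others (30 pairs), so the numbers show no sign of a pairing.

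*Jag1* fell under each of the 25 settings, with log2 fold changes between -1.54 and -1.22. It passed the threshold under all of them except with the marker covariates, where the log2 fold change was -1.42 and the adjusted p was 0.0925, against adjusted p-values of at most 0.00553 under the others. *Diaph3* was higher in mutants under each setting, between 0.17 and 0.63, with an adjusted p between 0.0497 and 1.00. It passed the threshold only with DESeq2 without a prior, at 0.56. It ran from 0.43 to 0.63 across the fits that left out a mouse, and *Jag1* from -1.54 to -1.39. For 14 other named genes, 348 values under alternatives held 0 reversals. Of these, 318 stayed on their side of the threshold, 19 became weaker and 11 stronger. *Hes5* had too few counts to be tested with a mean count of at least 20 or with filterByExpr, and its low counts limit its fold change.

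The Notch signalling list, with an adjusted p of 0.000366, went to 1 with the marker covariates, which left only 1 called gene and so cannot test it, and, as a test of the genes higher in mutants only, to 1. Under its other alternatives it stayed between 5.57e-06 and 0.0215, and across the fits that left out a mouse between 5.57e-06 and 0.0156. The axonal guidance, glutamate receptor signalling and chondroitin sulfate biosynthesis lists, at an adjusted p of 1, passed the threshold in DESeq2. Without and with a prior, the adjusted p was 0.00402 and 0.000400 for axonal guidance, 0.000642 and 4.64e-05 for glutamate receptor signalling, and 0.0119 and 0.00156 for chondroitin sulfate biosynthesis. Glutamate receptor signalling also passed with the replicate block, at 0.000283. With camera the 3 lists did not pass, at adjusted p-values of 0.725, 0.394 and 0.565 in the same order. Leaving out a mouse, the 3 lists ran from 0.0334 to 1, 0.000612 to 1 and 0.0156 to 1, and the low ends all came without mutant 5.

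The neuron and Schwann cell scores kept their direction and their side of the threshold under every alternative run, between 1.27 and 2.04 and between 1.26 and 1.68. The supporting cell score did so between -0.23 and -0.16, and the hair cell score stayed between 0.00 and 0.10 without passing. The macrophage score, -0.23, had an unadjusted p under 0.05 but did not pass when adjusted over the 6 scores (adjusted p = 0.0682, from an exact permutation test). Its unadjusted p was above 0.05 with the replicate block, at the same difference of -0.23 (exact paired permutation test, p = 0.188), and in 9 of the 12 fits that left out a mouse (exact permutation tests, p up to 0.121), across which it ran from -0.27 to -0.16. The proliferation score, -0.01, changed sign in 5 of those 12, from -0.046 to 0.0423, and never passed. In the self-test on simulated counts, 13.7% of the genes called by DESeq2 and 2.2% of those called by edgeR were false. Those counts used edgeR's dispersions and lacked the variation that genes share between mice. They do not settle which number of genes is right.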

Differences from the paper's values

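The paper reports 548 differentially expressed genes, of which 411 were higher and 137 lower in mutants, and the edgeR model gave 35, 20 and 15. Of the alternatives set before the data were examined, DESeq2 without a prior on fold changes gave 619, 473 and 146, and DESeq2 with a prior given all genes gave 539, 406 and 133, which lie within 1.5 times each of the 3 counts of the paper. Leaving out mutant 5 gave 316 higher genes, within 1.5 times the paper's for that count alone, and none of the others came as near.

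The counts of genes per pathway in Fig. 6B are the paper's IPA sets, and the counts given beside them are from the hand-written lists. For Notch signalling the paper shows about 6 genes in Fig. 6B, read by eye, against 3. Both DESeq2 settings gave 7, and the replicate block, leaving out control 1 and leaving out mutant 5 each gave 4. For axonal guidance the paper shows about 21 in Fig. 6B, read by eye, against 0 (25 at an unadjusted p under 0.05, an unlike threshold), and none of the alternatives set before the data were examined closed the gap. The authors' own table calls only 9 genes of the hand-written list, so a part of this gap comes from the list and not the model. For glutamate receptor signalling the paper shows about 6 in Fig. 6B, read by eye, against 0 (14 at an unadjusted p under 0.05). DESeq2 gave 9 without and 8 with a prior, the replicate block 5, and leaving out mutant 5 gave 7. For chondroitin sulfate biosynthesis the paper shows about 5 in Fig. 6B, read by eye, against 0 (10 at an unadjusted p under 0.05). Both DESeq2 settings gave 5, and leaving out mutant 5 gave 4. The other alternatives set before the data were examined did not close these gaps.

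The paper's log2 fold changes, in its dataset of differentially expressed genes, are nearer 0 for 10 named genes. The paper's value was -1.22 for *Jag1* against -1.48, -1.02 for *Syt6* against -1.23, -0.89 for *Slc22a3* against -1.06, -1.08 for *Fam159b* against -1.62, -1.03 for *Alox12e* against -2.08 and -0.44 for *Hes5* against -1.36. It was 0.95 for *Ankrd34b* against 1.18, 0.96 for *Fam198b* against 1.46, 0.87 for *Esr1* against 1.34 and 0.46 for *Mag* against 2.36. With DESeq2 with a prior on fold changes, all 10 differed from the paper's by no more than the standard errors, at -1.22, -1.02, -0.89, -1.08, -1.02, -0.43, 0.95, 0.95, 0.86 and 0.45 in the same order. With the neuron and Schwann cell covariates, *Slc22a3* (-0.84), *Fam198b* (1.14) and *Mag* (0.27) also came within the errors. The paper's values are drawn towards 0 and it names no such covariates, so this nearness does not explain the differences. For *Jag1* the covariates gave -1.42, which counts as within the error only because its standard error rose from 0.129 to 0.211. Leaving out control 4 (-1.01) or mutant 2 (-0.97) also closed the gap for *Slc22a3*. None of the other alternatives set before the data were examined closed these gaps.

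The paper calls *Diaph3*, *Hes5*, *Furin*, *Mag* and *Sox2* differentially expressed, and in the edgeR model their adjusted p-values were 0.142, 0.0958, 0.165, 0.0937 and 0.143. DESeq2 without a prior called all 5, at adjusted p-values of 0.0497, 0.0440, 0.0196, 0.00169 and 0.0349. DESeq2 with a prior called *Hes5* (0.0396), *Furin* (0.0299), *Mag* (0.00743) and *Sox2* (0.0427), and gave 0.0506 for *Diaph3*. The replicate block called *Mag* (0.0287) and *Sox2* (0.0467), and leaving out mutant 5 called *Mag* (0.0390). Over their alternatives the highest adjusted p was 1.00 for each of the 5, with the neuron and Schwann cell covariates, and the lowest was the one from DESeq2 without a prior, except for *Hes5*, where it was the one with a prior. The lists for axonal guidance, glutamate receptor signalling and chondroitin sulfate biosynthesis, which the paper counts among its top pathways, had an adjusted p of 1 in the edgeR model. They passed with DESeq2 without a prior (0.00402, 0.000642 and 0.0119), with DESeq2 with a prior (0.000400, 4.64e-05 and 0.00156) and without mutant 5 (0.0334, 0.000612 and 0.0156), and glutamate receptor signalling also with the replicate block (0.000283), out of ranges that reach 1 over their alternatives.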

Other observations

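The tests of *Diaph3* against marker scores, of library size and of shuffled scores were chosen after the results were seen, as was the requirement that GC content or gene length act on the same side in all tested genes, and the tests of correlations within genotypes were set after the scores of the mice but before the correlations.

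Because mice of the 2 genotypes share replicate numbers, the real split was compared with the 32 splits of the 12 mice that part every same-numbered pair. Only 1 of the 32, the real one, gave as many as 35 genes in edgeR, and the same held for the 20 higher genes (1 of 32) and the 15 lower genes (1 of 32). The other 31 gave at most 2 genes. Of 430 splits that part fewer pairs, 68 were drawn, and these gave at most 23. The Notch signalling list had as small a p in 1 of the 32 splits, but with at most 2 genes called in the others a p of 1 was nearly fixed for them in advance, so this shows little beyond the count of genes. For the axonal guidance, glutamate receptor and chondroitin sulfate lists 0 genes were called, so each of the 32 splits (32 for each list) was as large, which the count of 0 fixes in advance. At an unadjusted p under 0.05 those lists held 25, 14 and 10 genes. With DESeq2, 2 of the 32 splits gave as many as 619 genes, and the other of the 2 gave 877. That split is the real one with control 1 and mutant 1 exchanged, so 5 mice on each side kept their genotype, and its sides still differed by 1.17 in neuron score and 0.913 in Schwann cell score. It does not show what a grouping unrelated to genotype gives. In the 10 splits that exchange 3 of the 6 pairs, and so balance the genotypes, DESeq2 gave a median of 1 gene and at most 108. The Notch list with DESeq2 had as small a p in 1 of 32 splits.

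Other technical explanations for the number of genes were weighed. Total counts did not differ between genotypes (exact permutation test, p = 0.236), nor did the share of counts in the 10 largest genes (7.48% ± 0.50 in controls and 7.18% ± 0.23 in mutants, SD, n = 6 each, exact permutation test, p = 0.212). The genes that the authors call higher in mutants had a median GC content of 51.2%, above the 49.0 to 50.9% of random lists, but over all tested genes log2 fold change fell with GC content (Spearman's rank correlation across genes -0.235, genes not being independent replicates). Before the side was required to match, the median alone would have counted in favour of GC content. After a correction for GC content, chosen after seeing the data, 42 genes had an adjusted p under 0.05, 34 of them among the 35. Transcript length had a Spearman's rank correlation of 0.0790 across genes. The median length of the same genes was 4002 bases, against 2687 to 3076 in random lists, and no correction for length was run.

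The genes lower in mutants followed the marker scores less. The 130 genes that the authors call lower had a median within-genotype correlation of 0.0520 with the neuron score and -0.246 with the Schwann cell score. Random lists gave -0.10 to 0.05 and -0.11 to 0.01, so a lower share of other cells in tissue rich in Schwann cells may account for a part of these genes. With both scores in the model their median log2 fold change went from -0.45 to -0.37, and with shuffled scores it was -0.47, while that of the genes called higher went from 1.27 to 0.173, with a median of 1.14 over shuffled scores. The loss of calls under these covariates is not informative by itself. With shuffled scores the median count was also 1, and 0 to 304 genes were called.

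For *Diaph3* the tests gave differing answers. With the genotype means removed, its level correlated with the Schwann cell score over the 12 mice at a Pearson's r of 0.628 (permutation test, p = 0.0481, adjusted over 3 scores p = 0.144) and a Spearman's rank correlation of 0.650 (permutation p = 0.0342, adjusted p = 0.103), and r was 0.766 without the 2 mice farthest from the median score. Within controls r was -0.04 (exact permutation test, p = 0.960) and within mutants 0.897 (exact permutation test, p = 0.0375, rank correlation 0.657). For the neuron score r was 0.211 (permutation p = 0.597, rank correlation 0.287) and 0.469 without the 2 farthest mice, and for the proliferation score 0.184 (permutation p = 0.597, rank correlation 0.308) and -0.06 without them. With 12 mice, a weaker relation of *Diaph3* to either score cannot be excluded. With the neuron and Schwann cell scores in the model the log2 fold change of *Diaph3* was 0.173, nearer 0 than with any of 50 shuffles of the scores, whose median was 0.501. RNA of Schwann cells may thus account for a part of the difference in *Diaph3*, but the correlation did not pass after adjustment. Mutants 1 and 2, which had the highest Schwann cell scores (7.63 and 7.52), were also the highest in *Diaph3*.

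The paper gives different strain backgrounds for the *Sox2*-CreER and floxed *Jag1* lines, so alleles of linked genes can differ between the genotypes. The strain in the sample labels does not match these backgrounds, so which alleles differ is not settled. Of the 100 tested genes nearest to *Sox2* on chromosome 3, 7 are called by the authors, 6 of them higher, against 2.90% of the other genes (one-sided Fisher's exact test, p = 0.0275, adjusted over 2 places p = 0.0549). Near *Jag1* on chromosome 2 it was 6 of 100 (Fisher's exact test, p = 0.0732, adjusted p = 0.0732). Of the 35 genes from edgeR, 2 lay among the 100 near *Sox2* (one-sided Fisher's exact test, p = 0.0135, not adjusted over the 2 places). Among the 100 near *Jag1* there were 0. Linked strain alleles near *Sox2* may account for a few genes, though 3 of the 7 that the authors call had a within-genotype correlation above 0.5 with the neuron score. *Sox2ot*, which is among the 7 and was chosen after its value was seen, had a log2 fold change of 1.06 (edgeR adjusted p = 0.0704). An effect of the CreER allele itself was not tested, since no *Sox2* CreER/+*Jag1* +/fl libraries were analysed here.

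Among transcripts of the proteins that the paper stained, *Jag1* had an adjusted p under 0.05 and the others, *Sox2* among them, did not. The log2 fold changes of the supporting cell genes *S100a1* and *Slc1a3* were -0.32 and -0.19 (edgeR adjusted p = 0.276 and 0.487), and *S100a1* was below the control median in 5 of 6 mutants. For *Fabp7*, *Cd44* and *Prox1*, which the paper also used to mark supporting cells, they were -0.17, 0.07 and 0.19 (edgeR adjusted p = 0.756, 0.913 and 0.846). For the hair cell genes *Myo6* and *Myo7a* they were 0.03 and -0.02, and for *Ctbp2* -0.09. *Pvalb*, *Gria2* and *Tubb3*, which neurons also express, were higher in mutants, at 1.42, 1.61 and 1.59 (edgeR adjusted p = 0.146, 0.108 and 0.269), and with neuron and Schwann cell scores in the model they were at 0.00, 0.11 and -0.02. The Notch receptor genes *Notch1*, *Notch2*, *Notch3* and *Notch4* had log2 fold changes of -0.11, -0.12, -0.19 and -0.10.

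The score of 11 supporting cell markers was lower in mutants, at -0.18 on the log2 scale (exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow, adjusted over 6 scores p = 0.0130), and 0 of 6 mutants lay above the control median. A lower share of supporting cells in the tissue was not tested as an explanation. Mutants 1 and 2, highest in Schwann cell score, had the lowest supporting cell scores, but control 1 was the highest control in both scores. The paper also counted fewer Hensen's cells, a type of supporting cell, in mutants at P6 (Fig. S3I). The score of 14 hair cell markers differed by 0.04 (exact permutation test, p = 0.548) and that of 15 proliferation markers by -0.01 (exact permutation test, p = 0.890). The score of 11 macrophage markers was lower by -0.23, with 1 of 6 mutants above the control median (exact permutation test, p = 0.0455, adjusted p = 0.0682), and did not pass after adjustment.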
